# damidseq_pipeline: an automated pipeline for processing DamID sequencing datasets

**DOI:** 10.1093/bioinformatics/btv386

**Published:** 2015-06-25

**Authors:** Owen J. Marshall, Andrea H. Brand

## Abstract

**Summary:** DamID is a powerful technique for identifying regions of the genome bound by a DNA-binding (or DNA-associated) protein. Currently, no method exists for automatically processing next-generation sequencing DamID (DamID-seq) data, and the use of DamID-seq datasets with normalization based on read-counts alone can lead to high background and the loss of bound signal. DamID-seq thus presents novel challenges in terms of normalization and background minimization. We describe here damidseq_pipeline, a software pipeline that performs automatic normalization and background reduction on multiple DamID-seq FASTQ datasets.

**Availability and implementation:** Open-source and freely available from http://owenjm.github.io/damidseq_pipeline. The damidseq_pipeline is implemented in Perl and is compatible with any Unix-based operating system (e.g. Linux, Mac OSX).

**Contact:** 

**Supplementary information:** Supplementary data are available at *Bioinformatics* online.

## 1 Introduction

DamID is a well-established technique for discovering regions of DNA bound by or associated with proteins (van Steensel and Henikoff, 2000). It has been used to map the genome-wide binding of transcription factors, chromatin proteins, nuclear complexes associated with DNA and RNA pol II (for e.g. Choksi *et* *al.*, 2006; Filion *et* *al.*, 2010; Singer *et al.*, 2014; Southall *et* *al.*, 2013). The technique can be performed in cell culture, whole organisms (van Steensel and Henikoff, 2000) or with cell-type specificity (Southall *et* *al.*, 2013), and requires no fixation or antibody purification.

DamID involves the fusion of a bacterial DNA adenine methylase (Dam) to any DNA-associated protein of interest. The bacterial Dam protein methylates adenine in the sequence GATC and, given that higher eukaryotes lack native adenine methylation, the DNA-binding footprint of the protein of interest is uniquely detectable through isolating sequences flanked by methylated GATC sites. However, a major consideration with DamID is that any Dam protein within the nucleus will non-specifically methylate adenines in GATC sequences at accessible regions of the genome. For this reason, DamID is always performed concurrently with a Dam-only control, and the final DNA-binding profile is typically presented as a log_2_(Dam-fusion/Dam-only) ratio.

Although the majority of published DamID experiments have used tiling microarrays for data analysis, next-generation sequencing (NGS) allows greater sensitivity and higher accuracy. Although several recent studies have used NGS with DamID (Carl and Russell, 2015; Clough *et al.*, 2014; Lie-A-Ling *et al.*, 2014; Wu and Yao, 2013), these have relied upon a comparison of peak binding intensities between read-count-normalized Dam-fusion and Dam samples. Depending on the characteristics of the Dam-fusion protein (see later) this approach may lead to real signal being lost, and correct normalization of the datasets is required to detect all binding by many Dam-fusion proteins. Here, we describe a software pipeline for the automated processing of DamID-sequencing (DamID-seq) data, including normalization and background reduction algorithms.

## 2 Algorithms

Although DamID-seq data can be aligned and binned as per all NGS data, two issues arise that are specific to DamID. The first major consideration is the correct normalization of the Dam-fusion and Dam-control samples. The greatest contribution to many Dam-fusion protein datasets is the non-specific methylation of accessible genomic regions (e.g. Fig. 1B), with a mean correlation between Dam alone and Dam-fusion datasets of 0.70 (*n* = 4, Spearman’s correlation). 

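The data behind Fig. 1B are 1 Dam-Pol II library and 1 Dam-alone library from larval neural stem cells of *D. melanogaster*, with no replicates, so no p-value is given and every difference is between these 2 libraries. Both Dam proteins were expressed with worniu-Gal4, a driver active in neural stem cells. The larvae were kept at 18°C for 7 days and at 29°C for the last 16 h, and DNA was taken from their anterior part. Fragments between methylated GATC sites were amplified by PCR and sonicated to about 350 bp before sequencing. The authors extended the aligned reads, normalized Dam-Pol II to Dam, added pseudocounts and deposited log2(Dam-Pol II/Dam) for 2249830 bins of 75 bp and for 357667 GATC fragments, with the chromosome names of genome Release 5. Read counts were recovered from these ratios. Every bin value equals log2((s × m + p)/(n + p)), where m and n are whole counts of Dam-Pol II and Dam reads and the constants s and p were estimated from the most frequent values. All 2249830 bins gave exactly 1 pair of whole counts at a relative tolerance of 1e-14, and the values of all 357667 GATC fragments, which are in a separate file, were rebuilt from these counts with an error of at most 6.2e-15. A single read covered 5 bins in 98.6% of 5730 short isolated stretches of Dam reads, so the bin counts correspond to about 20120605 Dam and 19364374 Dam-Pol II reads. Counts are given per bin, and a ratio of read counts is corrected for the total of each library only.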

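The Dam-Pol II and Dam counts were correlated across the genome. Over all 357667 GATC fragments, Spearman's correlation between the Dam-Pol II and the Dam counts was 0.76. The correlation lay between 0.73 and 0.76 on 2L, 2R, 3L, 3R and X, and it was 0.85 on the small chromosome 4, which carries *eyeless*. Chromosome 4 had 142 Dam counts per bin, against 49.0 to 64.9 on the other main arms. Whether this depth raised its correlation was not tested. Over the 305966 fragments with reads in both libraries, on all arms, the correlation was 0.69. These are correlations across fragments of 1 pair of libraries, and neighbouring fragments are not independent.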

Representing the data as a (Dam-fusion/Dam) ratio in theory negates such non-specific methylation. However, strong methylation signals at highly bound regions in the Dam-fusion dataset will reduce the relative numbers of reads present at accessible genomic regions in this dataset (see, for example, the occupancy of Dam-RNA Pol II over the *eyeless* gene in Fig. 1), and normalizing the data based on read counts alone can therefore produce a strong negative bias to the ratio file [Fig. 1B (iii), Supplementary Fig. S5A]. 

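The Dam-Pol II reads were concentrated in a small part of the genome. The 22498 bins richest in Dam-Pol II, 1% of all bins, held 50.5% of the Dam-Pol II counts, whereas the 1% of bins richest in Dam held 20.7% of the Dam counts. The 22498 bins richest in Dam-Pol II held 17.6% of the Dam counts. Outside them, the log2 ratio of summed read counts was -0.74. The bins were chosen by their Dam-Pol II counts, so this value restates the shares of the libraries and had to lie below 0. It is no separate evidence of a loss of reads elsewhere. The richest 10% of bins held 88.0% of the Dam-Pol II and 64.4% of the Dam counts. Over the GATC fragments with reads in both libraries, the log2 ratio of read counts had a median of -1.44 and quartiles of -2.56 and -0.32, and 80.1% of the fragments lay below 0. The deposited ratio of the same fragments had a median of 0.05 and quartiles of -0.11 and 0.30, with 40.8% below 0. The 51701 fragments without reads in both libraries were left out.

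**Figure D1:**
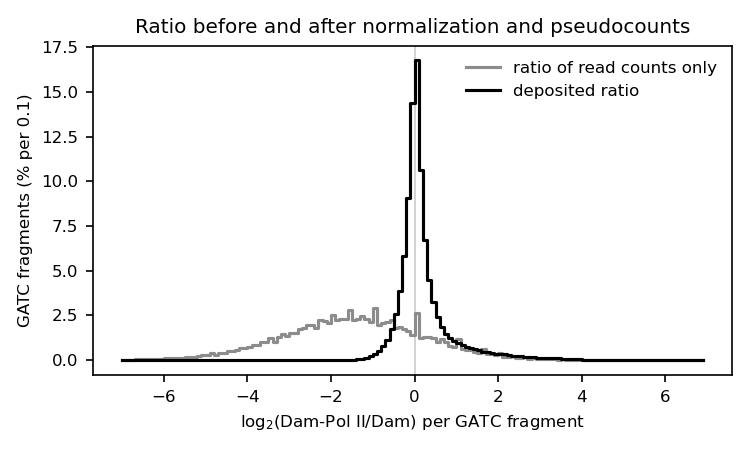
Distribution of log2(Dam-Pol II/Dam) over 305966 GATC fragments, in percent of fragments per 0.1 units, for the ratio of read counts only (grey) and for the deposited ratio (black). The grey distribution is broad with its median at -1.44, and the black one is narrow with its median at 0.05.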

Depending on the characteristics of the fusion protein, this negative bias can lead to real signal being lost (Fig. 1). 

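Stretches with a high Dam-Pol II ratio were found on all main chromosome arms, and many of them were not above 0 in read counts. In the deposited ratio, 7464 runs of at least 4 consecutive bins (300 bp) had a log2 ratio of at least 1 in every bin, and they covered 10.7 Mb. Their median log2 ratio was 1.43 as deposited and 0.46 as a ratio of read counts. The ratio of read counts was below 0 in 1790 runs, which covered 1.47 Mb, and below 1 in 5561 runs (74.5%). On chromosome 4, 40 of 110 runs were below 0. The deposited ratio differs from the ratio of read counts by 1 factor for the whole genome, 1.83 on the log2 scale, and by pseudocounts. The numbers below 0 and below 1 therefore follow from that factor, from the pseudocounts and from how high the runs are. The number of runs also depends on the pseudocount. With the same factor there were 39560 runs (38.3 Mb) without pseudocounts and 11352 (14.7 Mb) at 0.5 times the deposited pseudocount. At 2 times the deposited pseudocount there were 5535 (7.96 Mb). A larger pseudocount can only take bins below a fixed threshold, so the covered length could only fall. Without pseudocounts, 1 count in each library already gives a normalized log2 ratio of 1.88, so places with few reads can form runs. These runs are not the peaks that the paper detected, and its statement on peaks was not tested. With 1 library of each kind, how many of the 7464 runs would recur is not known.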

Although microarray data inadvertently overcame this bias through the manual adjustment of laser intensities during microarray scanning, until now no method has existed for correctly normalizing DamID-seq datasets.

**Fig. 1.**
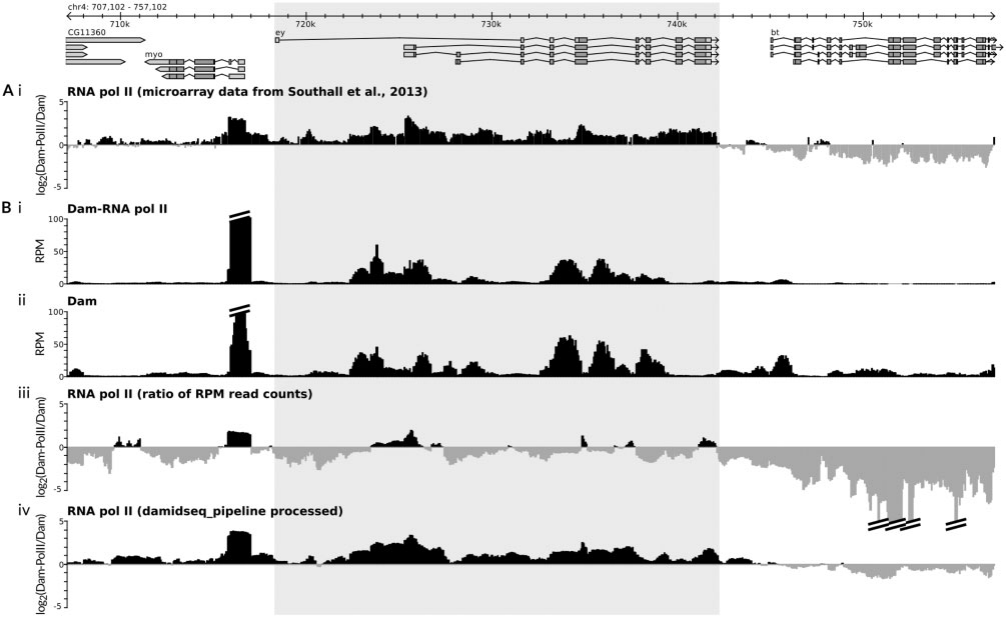
Results of the damidseq_pipeline. (**A**) The gene *eyeless (ey)* (highlighted) is expressed in *D. melanogaster* laval neural stem cells (Southall *et al.*, 2013) and previously published microarray DamID in these cells (i) shows RNA polymerase II occupancy (Southall *et al.*, 2013). (**B**) Performing DamID-seq in the same cell type illustrates the high correlation between Dam-Pol II (i) and Dam alone (ii) in terms of RPM (read counts/million mapped reads). Taking the ratio of the two RPM-normalized datasets fails to show significant RNA pol II occupancy at *ey* (iii); however, processing via the damidseq_pipeline software successfully recovers the RNA pol II occupancy profile while minimizing background (iv). See Supplementary Methods for experimental details

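The window of Fig. 1 spans 707 to 757 kb of chromosome 4 and holds 130 GATC fragments, over which the Dam-Pol II and Dam counts had a Spearman's correlation of 0.71. Gene limits were read from Fig. 1 to the nearest kb. Over *ey* (718 to 742 kb), which encodes a Pax6 transcription factor of eye and brain development, the mean count per bin was 287 for Dam and 214 for Dam-Pol II. Over *myo* (711 to 717 kb), which encodes the TGF-β family ligand myoglianin, the means were 352 for Dam and 929 for Dam-Pol II. Most of these reads lay in the GATC fragment from 715923 to 716686, with 1864 Dam and 5829 Dam-Pol II counts per bin. Over the part of *bt* in the window (745 to 757 kb), a gene for the muscle protein projectin, the means were 126 for Dam and 13.5 for Dam-Pol II. Over the part of CG11360 in the window (707 to 711 kb) they were 49.3 and 21.9.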

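Over *ey* as a whole, Dam-Pol II was below Dam in read counts and above it in the deposited ratio. Counted in 1 of every 5 bins, so that each read enters about 1 time, *ey* had 13645 Dam-Pol II and 18350 Dam reads, a log2 ratio of read counts of -0.37 (95% Clopper-Pearson interval -0.40 to -0.34). As a length-weighted mean over its 72 GATC fragments, the log2 ratio of *ey* was -0.62 in read counts, with 14 fragments above 0, and 0.90 as deposited, with 67 above 0. Within *ey*, the deposited ratio was highest from 722 to 726 kb, with a mean of 1.79 over bins, and from 734 to 738 kb, with 1.34. It was lowest from 718 to 722 kb, with 0.21. In summed read counts, the segment from 722 to 726 kb was also above 0, at 0.28, and the other 5 segments of 4 kb lay between -1.36 and -0.41. The highest fragment, from 725612 to 725630, had a ratio of 3.07. *myo* was above 0 both in the summed read counts, at 1.46 (1.42 to 1.51), and in the deposited mean over fragments, at 0.88, but its mean over fragments in read counts was -0.66. Its highest fragment, which holds most of its reads, had a deposited ratio of 3.47. The part of *bt* was below 0 by each measure. It was at -3.14 (-3.28 to -3.00) in summed read counts, at -3.99 as a mean over its 30 fragments with reads in both libraries, and at -0.65 as the deposited mean over all 33 fragments, 0 of which were above 0. The part of CG11360 had a mean over fragments of -1.14 in read counts, with 1 of 8 fragments above 0, and of 0.23 as deposited, with 5 above 0. Each gene was placed among 10000 random runs of as many consecutive fragments on the main arms. The deposited mean of *ey* was higher than 93.8% of runs and that of *bt* than 0.02%. In read counts, the mean of *ey* was higher than 83.1% and that of *bt* than 0.51%. These runs were not matched for depth, and *ey* had 287 Dam counts per bin against a mean of 44.7 over all bins. Pseudocounts hold runs with few reads near 0, and 1 factor for the whole genome cannot change a rank. The higher place of *ey* as deposited is therefore no measure of the normalization. The intervals cover counting error only and treat each read as independent. They are too narrow where reads are PCR copies of the same molecule. The paper reasons that strong methylation at highly bound regions lowers the share of Dam-Pol II reads elsewhere. A ratio of read counts can then, by its account, be biased downward. From the profile at *ey*, it states that its processing recovers the occupancy. It sets that profile beside published microarray DamID of the same cells, in which it describes *ey* as expressed, and cites supplementary comparisons with other datasets. None of these other data were examined here.

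**Figure D2:**
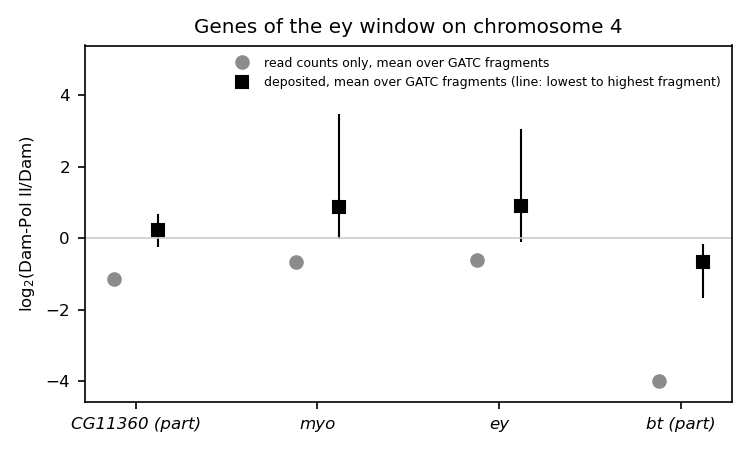
Mean log2(Dam-Pol II/Dam) over the GATC fragments of each gene in the window, weighted by fragment length, in read counts only (grey circles) and as deposited (black squares, with a line from the lowest to the highest fragment). The mean moves from -0.62 to 0.90 over *ey*, from -0.66 to 0.88 over *myo* and from -1.14 to 0.23 over CG11360, and over *bt* from -3.99 to -0.65, which is still below 0. For *bt*, the mean in read counts covers the 30 of 33 fragments with reads in both libraries.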

In order to correct for this negative bias we use the read counts from accessible genomic regions—as determined from the Dam-only dataset—as the basis for normalization, while avoiding regions likely to contain real signal in the Dam-fusion sample. We use the following algorithm to adjust the Dam-fusion dataset.

1. Given the GATC-site resolution of DamID, we divide the read counts into GATC fragments.
2. All GATC fragments lacking read counts are excluded. The remaining GATC fragments are divided into deciles.
3. Given the high probability that the highest 10% of Dam-fusion read counts represent bound signal rather than background signal, we exclude fragments that have scores in this decile.
4. The first three deciles of the Dam sample can generate inconsistent normalization values if included (Supplementary Table S2), so we exclude fragments that lie within this range.
5. The distribution of the log_2_(Dam-fusion/Dam) ratio $\left(x_{1},\;x_{2},\ldots ,\;x_{n}\right)$ for all remaining fragments is determined via the Gaussian kernel density estimate ${\hat{f}}_{h}(x)=\frac{1}{nh}\sum_{i=1}^{n}\frac{1}{\sqrt{2\pi }}\exp\left(-\frac{{\left(x_{i}-x\right)}^{2}}{2h^{2}}\right)$, where *h* is the bandwidth, estimated via the method of Silverman (1986): $h=0.9\frac{\min\left(\sigma ,\text{IQR}\right)}{1.34}n^{-1/5}$ (where *σ* is the standard deviation of the sample and IQR the interquartile range). For speed considerations, we estimate kernel density over 300 equally spaced points within the interval [max(−5,min(x)),min(5,max(x))].
6. The point of maximum kernel density represents the point of maximum correspondence between Dam-fusion and Dam values; if both samples are correctly normalized this value should equal 0. We therefore normalize all Dam-fusion values by $1/\left(2^{\arg\max\left({\hat{f}}_{h}(x)\right)}\right)$.

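The balance of Dam-Pol II and Dam reads differed between fragments with few and with many Dam reads. Among the 305966 fragments with reads in both libraries, divided into deciles of the Dam count, the most frequent log2 ratio of read counts was 0.05, -0.94 and -1.21 in the lowest 3 deciles, without the highest Dam-Pol II decile. It was -1.44 in the next decile, between -1.93 and -1.77 in deciles 5 to 9, and -2.13 in decile 10, where only 9745 of 30597 fragments were left after this exclusion. Over all fragments of decile 10 the median was -0.64. The deciles were set by the Dam count, which is also the denominator, and fragments without Dam-Pol II reads were left out. Both can raise the ratio at low Dam counts. In bins of the main arms, the lowest 3 deciles lay 1.62 above deciles 5 to 8 in summed counts. With deciles set by a random part of the Dam reads and the ratio by the rest, this was 1.23. Counting noise may thus explain a part of the difference. When these steps were applied to the recovered counts, 183709 fragments remained and the kernel density of the uncorrected log2 ratio was highest at -1.90, which gives a factor of 3.73. The factor in the deposited ratio, the constant s, was 3.69, or 3.55 beyond the difference in total counts. In the deposited ratio, the kernel density over all fragments was highest at -0.01, on a grid with steps of 0.03. This place is held near 0 by the normalization already applied, by the pseudocounts and by the 7.52% of fragments with no reads, which are at 0, so it does not test the normalization.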

In addition to ensuring correct normalization, a second important consideration is the reduction of background noise. Regions without specific methylation will have randomly distributed background counts that, when a ratio file is generated, will generate a large degree of noise. Such noise can potentially obscure peak detection. In order to mitigate this effect we add pseudocounts to both datasets. In order to maintain equivalence between replicates with differing numbers of reads (assuming that genome_bound_ ≪ genome_unbound)_ the number of pseudocounts added is proportional to the sequencing coverage, thus $c\frac{\text{reads}}{\text{bins}}$, where *c* is a constant. 

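Pseudocounts narrowed the ratio across the range of Dam counts, most in the regions with few reads. The pseudocount in the deposited ratio, the constant p, was 86.5 Dam counts per bin, against mean counts of 44.7 for Dam and 43.0 for Dam-Pol II, and 86.2% of GATC fragments had a Dam count below it. In bins of the main arms with 1 to 10 Dam counts and at least 1 Dam-Pol II count, the normalized log2 ratio had an SD across bins of 1.56 without pseudocounts and 0.24 with them. Of these bins, 66.4% reached a ratio of 1 without pseudocounts and 0.991% with them. The 66.4% is raised by the choice of bins, since those without Dam-Pol II counts were left out. Without pseudocounts, 1 count in each library already gives a normalized log2 ratio of 1.88. The mean ratio over the bins of *ey* was 1.26 without and 0.93 with pseudocounts. Over GATC fragments, the SD was 1.46 in the lowest Dam decile, 1.68 in decile 8 and 1.67 in the highest without pseudocounts, and 0.15, 0.68 and 1.32 as deposited. A pseudocount moves every ratio towards 0, and most where counts are low, so these changes have a fixed direction.

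**Figure D3:**
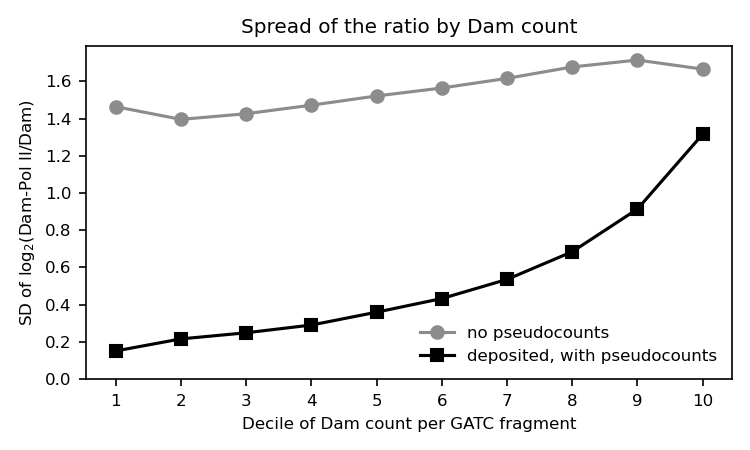
SD across GATC fragments of the log2 ratio in each decile of the Dam count, from the lowest (1) to the highest (10), without pseudocounts (grey circles) and as deposited (black squares). The deposited SD rises from 0.15 to 1.32, while the SD without pseudocounts is 1.46 in the lowest and 1.67 in the highest decile.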

(Supplementary Table S1 for a comparison of gene calls with different read-depths). Adding pseudocounts increases the number and the total genomic coverage of detected peaks and increases the signal:noise ratio (Supplementary Figs S1–S4).

The combination of these two methods compares favorably with previously published microarray data [Fig. 1B (iv)] or DamID-seq data (Supplementary Figs S1–S4; Supplementary Fig. S5).

## 3 Implementation

The damidseq_pipeline software is implemented in Perl, and will process multiple single-end read sequencing files in FASTQ or BAM format. The pipeline can match sequencing adaptors to sample names, automatically identifies the Dam-only control, and performs alignment, read-length extension, normalization, background reduction and ratio file generation. (Supplementary Methods for details).

A large number of user-configurable options are provided, including the ability to adjust the normalization algorithm parameters, generate read-count normalized files and add a user-specified number of pseudocounts. Parameters specified on the command-line can be saved as defaults if the user desires.

The damidseq_pipeline software is open-source and freely available at http://owenjm.github.io/damidseq_pipeline. A detailed set of installation and usage instructions are provided at the above website, along with a small example dataset.

## Supplementary Material

Supplementary Data

# Supplementary material for: damidseq_pipeline: an automated pipeline for processing DamID sequencing datasets
**Source:** Bioinformatics. 2015 Jun 25;31(20):3371–3. doi: 10.1093/bioinformatics/btv386
**Supplement:** Supplementary Data

damidseq pipeline: an automated pipeline for processing DamID sequencing datasets — damidseq\_pipeline: an automated pipeline for processing DamID sequencing datasets — damidseq\_pipeline: an automated pipeline for processing DamID sequencing datasets — Supplementary Data 

# damidseq\_pipeline: an automated pipeline for processing DamID sequencing datasets

## Supplementary Data

files

- Supplementary Data - pdf file

How the deposited data were processed for this re-analysis (not part of the article)

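DamID-seq was performed with Dam-Pol II and with Dam alone in larval neural stem cells, with 1 library of each and no replicates. The authors aligned the reads, extended them, counted them, normalized Dam-Pol II to Dam, added pseudocounts and deposited log2(Dam-Pol II/Dam) per 75 bp bin and per GATC fragment, so the deposited values are log2 ratios and not counts. The aligner and its version are not given in the sources used here, nor is the genome build, and the chromosome names and lengths are those of Release 5. Positions were counted from 1.

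Read counts were recovered from the deposited log2 ratio. The most frequent value below 0 gave the pseudocount p, as the value of bins with 1 Dam read and no Dam-Pol II read, and the values for up to 30 reads gave the same p within 8.55e-15 of its size. The most frequent value above 0 gave the factor s in the same way. For each bin, Dam counts up to 20000 were searched for a whole Dam-Pol II count at a relative tolerance of 1e-14. Before the data were examined, this ladder of values had been planned only as a check of what the values hold, to be reported as a hypothesis. The use of the counts at the paper's statements was decided after all bins had been solved and all GATC fragments rebuilt as means over the bins they touch. Tested on simulated data, 100% of 200000 simulated bins gave back both counts. Of 20000 values moved by random noise, 0% had a solution, and of 20000 deposited values other than 0, 0.005% had a solution when the pseudocount was set 1% too high. The steps of the normalization, applied to 100000 simulated fragments made with a factor of 3.5, gave 3.62. In this simulation the background ratio did not depend on the Dam count, unlike in the data. It therefore checks the steps and says nothing about how well they place the factor in the data.

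The ratio of read counts is the ratio of the recovered counts, corrected for the summed counts of each library. The normalization was rerun with the paper's exclusions, bandwidth, interval and 300 points. Gene regions were the genes drawn in Fig. 1, read from the picture to the nearest kb, since the gene table at hand is on Release 6 and no coordinates were converted between releases. For the same reason the counts of genes with a mean ratio of at least 1 or of -1 or lower, the medians of gene lists, the cell type markers and the genes with the highest and lowest ratios, all planned before the data were examined, were not analysed here. The genes named are those of the Fig. 1 window, a rule set before the data were examined. Intervals are exact binomial (Clopper-Pearson) at 95%, from 1 of every 5 bins (375 bp apart), and cover counting error only. The place of a gene among 10000 random runs of consecutive fragments is a description of these libraries.

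Domains are bins at 2 or above, or at -1 or below, joined across up to 3 other bins. Runs are at least 4 consecutive bins at 1 or above. Ranges beside differences between chromosome arms are the 95% range over 100 draws of 1 Mb blocks. The alternatives for each result were the binned ratio, another summary, another centre, fragments at 0 left out, other fragment sets and bandwidth, and, chosen after the data had been examined, other numbers of deciles, no pseudocounts, read-count normalization, a shorter *ey* region and other sets for the correlation and the shares. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9 and Pillow 12.0.0 were used.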

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

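These domains were chosen after their values had been seen, by length or mean ratio, outside the window that the paper shows. No gene is named for them, since no gene coordinates of Release 5 were used here. The longest domain with a log2 ratio of at least 2 lay on 2R from 6401251 to 6436800 (35550 bp) and had a mean ratio of 4.06, with 2943 Dam-Pol II and 471 Dam counts per bin. The longest on 3L, from 10319251 to 10346025, had a mean of 4.14, and the longest on X, from 402976 to 422475, had a mean of 3.71. A further domain on 3L, from 10346401 to 10363125 with a mean of 4.04, lay just beyond the longest there. Domains were joined across up to 3 other bins, so which domain is the longest may depend on that rule. The heterochromatic arms had few reads per bin and held few such domains. Among those of at least 1 kb there, the highest mean, 3.17, was on 3LHet from 2397826 to 2399775. This domain had 2256 Dam-Pol II and 780.4 Dam counts per bin. The longest on these arms was also on 3LHet, from 205876 to 210525.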

How the results depend on the processing

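The normalization factor, the correlation over all fragments, the median ratio of read counts and the share of counts in the richest bins, with all their alternatives, and for *ey* the alternatives without pseudocounts, with read-count normalization and with a shorter region, were chosen after the values had been seen. The centre of the deposited ratio moved by no more than 1 grid step under its 4 alternatives, which says nothing about its stability, since normalization and pseudocounts hold it near 0. The mean ratio of *ey* kept its sign under every alternative but read-count normalization without pseudocounts, where it was -0.62. It was 0.68 as an unweighted median, 1.21 without pseudocounts and 0.96 with the region 1 kb shorter on each side. The region drawn in Fig. 1 had been an alternative to the annotated gene and became the main region. With 0, 1, 2, 4 and 5 Dam deciles and 0 Dam-Pol II deciles excluded, the normalization factor was 3.01, 2.56, 3.54, 3.62 and 3.62. With 0, 1 and 2 Dam deciles and 1 Dam-Pol II decile excluded it was 3.01, 3.90 and 3.59. With 0 to 5 Dam deciles and 2 Dam-Pol II deciles excluded it was 3.97, 3.96, 3.89, 3.99, 5.28 and 4.96. It moved by no more than 1 grid step in the other 3 of these 17 settings. The correlation was 0.69 over fragments with reads in both libraries and 0.83 over bins. The median ratio of read counts was -1.12 with 1 count added and -1.75 at Dam counts above 20. Over bins, the arm medians were 0.027 on 2L, 0.060 on 2R, 0.042 on 3L, 0.077 on 3R, 0.016 on 4 and 0.053 on X, all higher than over fragments. Where a cause is not part of the alternative itself, the cause was not tested. The alternatives set beforehand for genes and gene lists were not run, since no gene coordinates of Release 5 were used here. No paired analysis was possible because each condition has 1 library. Depth limits the ratio without pseudocounts in many fragments, since the median GATC fragment had 17 Dam and 4.5 Dam-Pol II counts per bin.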

Differences from the paper's values

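The points compared in Fig. 1B were chosen after the values had been seen. The paper gives a mean Spearman's correlation of 0.70 over 4 pairs, which are not named in its text, and the pair analysed here gave 0.76 over all GATC fragments, so the group is not the same. No alternative for it was set before the data were examined. With fragments with reads in both libraries, a set chosen after seeing the values, it was 0.69, and over bins it was 0.83.

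In Fig. 1B (iv), the paper's processed log2 ratio was about 3.8 at 716.5 kb, about 3.1 at 725.5 kb, about 1.5 at 734 kb and about -0.1 at 746 kb, all read by eye with a reading error of 0.2. The deposited ratio of the bins at these places was 3.46, 2.76, 1.20 and -0.52. The difference remained with the kernel density centre at 0 and with the median centre at 0, both set before the data were examined. These centres were at -0.01 and 0.01, so moving them to 0 could not have removed the difference. In Fig. 1B (iii), the ratio of read counts at 716.5 and 734 kb lay within the reading error of the values here, 1.68 and -0.56.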

Other observations

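Of the tests reported here, those at matched Dam counts on the Het arms and on X, the latter also limited to Dam counts above 20, were chosen after the result had been seen. The deposited ratio held 3258 domains at 2 or above, which covered 4083900 bp, and 2760 domains at -1 or below, which covered 1229700 bp. The longest of the high domains, 13 in number, reached 10 kb. The domains of low ratio cannot be compared with them in length or number, since a bin with a Dam count below the pseudocount, as in 87.3% of bins, cannot reach -1. The *bt* part of the Fig. 1 window held a domain of low ratio from 749626 to 751800. The heterochromatic arms held 28 domains at 2 or above, 18 of them on 3LHet, which had 34074 of their 119133 bins. Pseudocounts also keep bins with few Dam-Pol II reads below 2. These arms had 3.71 to 18.3 Dam-Pol II counts per bin, against 51.6 to 133 on the main arms. The number of high domains there is therefore limited by depth and cannot be compared with that of the main arms.

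The ratio of read counts was higher in places with few Dam reads than in those with middle counts. Selection by a noisy Dam count was tested by a random split of the Dam reads in 2 parts, with deciles set by 1 part and the ratio taken against the other. The lowest 3 deciles then stayed 1.23 above deciles 5 to 8 (1.19 to 1.29), against 1.62 with deciles set by all Dam reads, so counting noise of Dam may explain a part of the pattern but not the whole. In decile 10 the ratio was 0.47 with the highest Dam-Pol II decile kept, against -1.24 in decile 7, and without that decile of Dam-Pol II it fell from 0.99 in decile 1 to -2.17 in decile 10. Noise from PCR, which both parts share, stays open, and no biological explanation was tested.

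The Het arms had a lower ratio of read counts than 2L, 2R, 3L and 3R, except that the summed ratio of 2LHet, -0.13, was above that of 2L, -0.17. At matched Dam counts the difference of medians was -1.14 (-1.23 to -0.95), which argues against low depth. Without bins above the 95th percentile of Dam counts the difference of summed ratios was -1.18 (-1.67 to -0.62), which argues against collapsed repeats of high count. A lower polymerase occupancy of heterochromatin may account for it, as a hypothesis that was not tested, and repeats of ordinary count and mapping stay open.

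X had a median log2 ratio of read counts of -1.53 (-1.66 to -1.39) at Dam counts above 20. The medians were -1.59 (-1.69 to -1.57, from only 2 blocks) on chromosome 4, -1.68 (-1.80 to -1.58) on 2R, -1.69 (-1.77 to -1.58) on 3R, -1.79 on 3L and -1.92 on 2L, so the range of X overlapped those of chromosome 4, 2R and 3R. At matched Dam counts above 20, X was higher than 2L, 2R, 3L and 3R together by 0.26 (0.13 to 0.37), which argues against a lower Dam count on X there, while over all Dam counts the difference was 0.11 (0.004 to 0.20), from -0.13 at 5 to 10 counts to 0.44 above 160. A different share of males and females in the libraries could shift all of X alike, and stays open, since the difference was larger by 0.12 at the 90th than at the 10th percentile with a range of -0.05 to 0.29. No biological explanation was tested.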
